A study of Drosophila melanogaster with 6 samples. Its data were reported in "M1BP is an essential transcriptional activator of oxidative metabolism during Drosophila development" (2023).

How the data were processed

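The series holds RNA sequencing of indirect flight muscles dissected from Drosophila melanogaster pupae 64 h after puparium formation (APF), with 3 libraries of control muscles (WT) and 3 of muscles in which M1BP was depleted by RNA interference (M1BP RNAi). M1BP is a zinc finger transcription factor that binds the promoters of broadly expressed genes, and the RNAi transgene was driven in muscle by Mef2-GAL4. Per the methods of the study, each sample pooled the hand-dissected flight muscles of several pupae. Groups and replicate numbers were taken from the sample titles.

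The authors deposited a table of raw read counts per gene, with 1 column per library, whose headers name uniquely mapped reads on the dm6 build. The counts are not normalised. The table also gives the exon coordinates and the summed exon length of each gene. The aligner's settings, the annotation release and the strand setting of the counting were not stated in the headers. Because only uniquely mapped reads were kept, near-identical copies such as the Hsp70 genes lose reads that fit more than 1 copy, and their counts are uncertain. The authors also deposited a table of their own comparison, made with DESeq2 on these libraries, which gives log2 fold changes with standard errors, and p-values raw and adjusted. Values from it are named as the authors' and carry no error computed here.

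The counting was checked from the values. Exons of 1214 genes overlap a gene on the same strand and exons of 4545 genes overlap a gene on the other strand. Among genes of 50 counts or more in all libraries together, 186 have counts identical to another gene in every library, and 186 of these overlap a gene on the same strand, so reads in a shared exon were counted for each gene. The 39 genes that lie wholly inside exons of an opposite-strand gene of at least 1000 counts had a median of 0.518% of that gene's reads per base, so the counting used the strand. Overlap with a gene on the same strand is named beside the called genes of the text that it concerns. Of the 17494 genes in the table, 17358 matched a gene of the reference annotation and its names, 17218 of them with the same start and end. There was 1 line that names no gene, which held 0 counts.

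The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the deposited counts, with TMM scaling, edgeR's own filter on low counts and Benjamini-Hochberg adjustment over the genes tested. A gene was called when its adjusted p was 0.001 or less and its change at least 1.5-fold, the threshold in the study's methods. CPM values are counts scaled to the library size after TMM scaling. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene lists fixed before the data were examined were tested as sets with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, adjusted over 8 lists and called at 0.05. Shares were compared with Fisher's exact test, two-sided, and single library values between groups with an exact permutation test, two-sided, for which 3 libraries against 3 cannot give a p below 0.1. A count of 3 was taken as the floor of detection, which is between 0.0542 and 0.103 CPM in these libraries, and it covers counting error only.

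The lists were the nuclear genes of mitochondrial function that the study calls Mito-genes, the structural subunits and assembly factors of oxidative phosphorylation (OXPHOS), genes of the mitochondrial genome (mtDNA), genes of the unfolded protein response (UPR) and of the ubiquitin-proteasome system (UPS), mitoproteases, OXPHOS regulators, sarcomere genes, glycolysis genes and carrier genes, and marker lists of fat body, haemocytes, neurons, trachea and tendon, and myoblasts. The genes named in the text are M1BP; the genes the study's text names for this contrast; the 5 largest rises and 5 largest falls among called genes whose groups do not overlap in CPM and whose average log2 CPM is 4 or more; up to 3 called genes in each direction with the smallest adjusted p in each list; and any member of a list of 22 genes or fewer. Other genes are said to have been chosen after their values were seen.

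The code was tested on simulated counts for 8806 genes, of which 200 were changed by known folds. The edgeR test, with its filter, called 67 of them, or 33.5% (70.5% of those changed 4-fold), 0 in the wrong direction and 0 unchanged genes. DESeq2 1.42.0 called 130, or 65%, with 8 unchanged genes. Alternatives fixed before the data were examined were DESeq2, RLE scaling, no filter on low counts, a filter of 10 counts in every library, no fold minimum, an adjusted p of 0.05, leaving out the mtDNA genes, the replicate number as a block, fry and camera with an estimated correlation, and leaving out each library in turn. The level of roX1 as a covariate was added after the data were seen. Random lists matched on abundance were drawn 10000 times from the 50 genes nearest in abundance to each member. Overlaps were computed with GenomicRanges 1.54.1 and figures drawn with matplotlib 3.10.9. Binding motifs and other developmental stages were not analysed here.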

Results

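The data comprise 6 libraries of flight muscle RNA at 64 h APF, 3 from WT and 3 from M1BP RNAi pupae. In WT replicates 1, 2 and 3 the genes held 54890681, 43017456 and 43298406 counts, and in M1BP RNAi replicates 1, 2 and 3 they held 42306102, 43136388 and 42215400. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 42.6 to 413, so all 6 were kept as separate samples. The genes of the mitochondrial genome took 26.2%, 44.2% and 26.3% of the counts in WT and 15.1%, 23.4% and 19.7% in M1BP RNAi, with means of 32.2% ± 10.4 (SD, n = 3) and 19.4% ± 4.18 (SD, n = 3). The exact permutation p was 0.1, the smallest that 3 libraries against 3 allow. The first principal component of the log2 CPM values held 57.0% of the variance and separated the groups. The second held 24.5% and set WT replicate 3, at -47.6, apart from the other 5 libraries, which lay between -5.84 and 22.1.

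**Figure D1:**
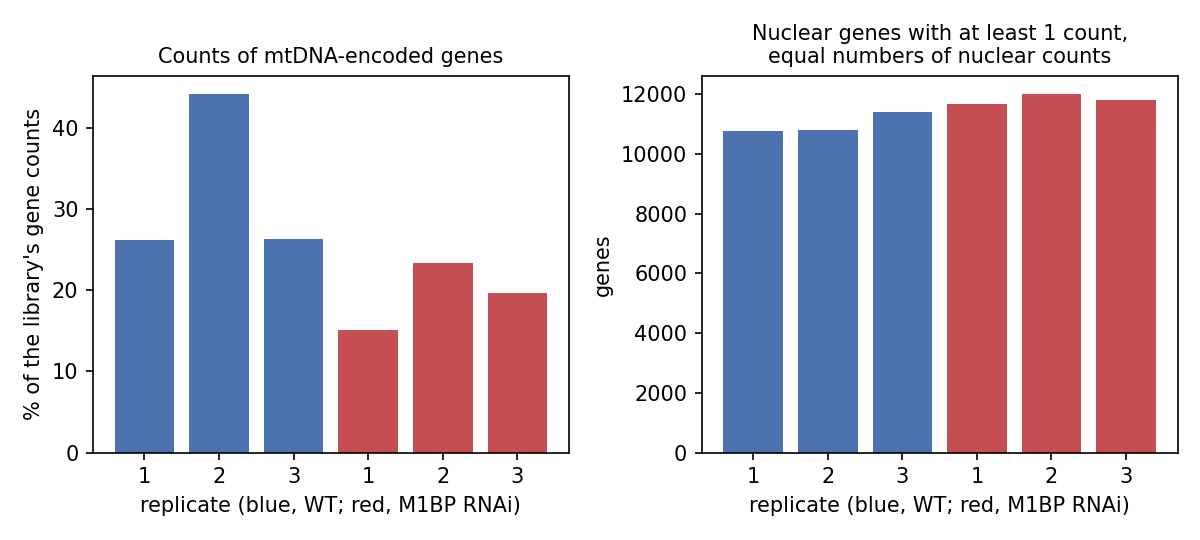
Bars give, for each library, the percent of gene counts from mtDNA-encoded genes (left) and the number of nuclear genes with at least 1 count after thinning to equal numbers of nuclear counts (right), with WT in blue and M1BP RNAi in red. The mtDNA share ran from 15.1% to 23.4% in M1BP RNAi and from 26.2% to 44.2% in WT.

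M1BP itself was examined first, as a check of the labels. The gene (FBgn0037621, chromosome 3R, 8729790 to 8731698, minus strand, dm6) had 396, 203 and 351 counts in WT and 166, 178 and 134 in M1BP RNAi. Its level was 8.00 ± 0.946 CPM (SD, n = 3) in WT and 3.07 ± 0.470 CPM (SD, n = 3) in M1BP RNAi, a log2 fold change of -1.38 ± 0.15 (SE) with an adjusted p of 9.54e-04 in edgeR's quasi-likelihood test. All 3 M1BP RNAi libraries lay below all 3 WT libraries. The adjusted p lies close to the threshold of 0.001, and leaving out any 1 library raised it above that, to between 0.00198 and 0.00841, with log2 fold changes of -1.51 (without M1BP RNAi replicate 2) to -1.26 (without WT replicate 3).

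To find which transcripts depend on M1BP in developing flight muscle, all genes were compared between the groups. Of 17494 genes, 8806 passed the filter, and edgeR's quasi-likelihood test called 194 higher and 254 lower in M1BP RNAi. All 448 called genes had groups that did not overlap in CPM. The same was true of 4099 tested genes (46.5%), where chance gives 10%. Measured in number of genes, the alternative that moved these counts most was the threshold. At an adjusted p of 0.05 with no fold minimum, 1212 genes were higher and 1489 lower. The lowest counts, 17 higher and 34 lower, came with roX1 as a covariate. DESeq2 called 572 higher and 478 lower, including 194 and 253 of the genes called by edgeR, so the share of calls that were higher rose from 43.3% to 54.5%. Leaving out 1 library mostly lowered the counts. They were 31 higher and 65 lower without WT replicate 1, 58 and 106 without WT replicate 2, 41 and 76 without M1BP RNAi replicate 1, 26 and 44 without M1BP RNAi replicate 2, and 30 and 58 without M1BP RNAi replicate 3. Without WT replicate 3, 246 were higher and 231 lower.

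**Figure D2:**
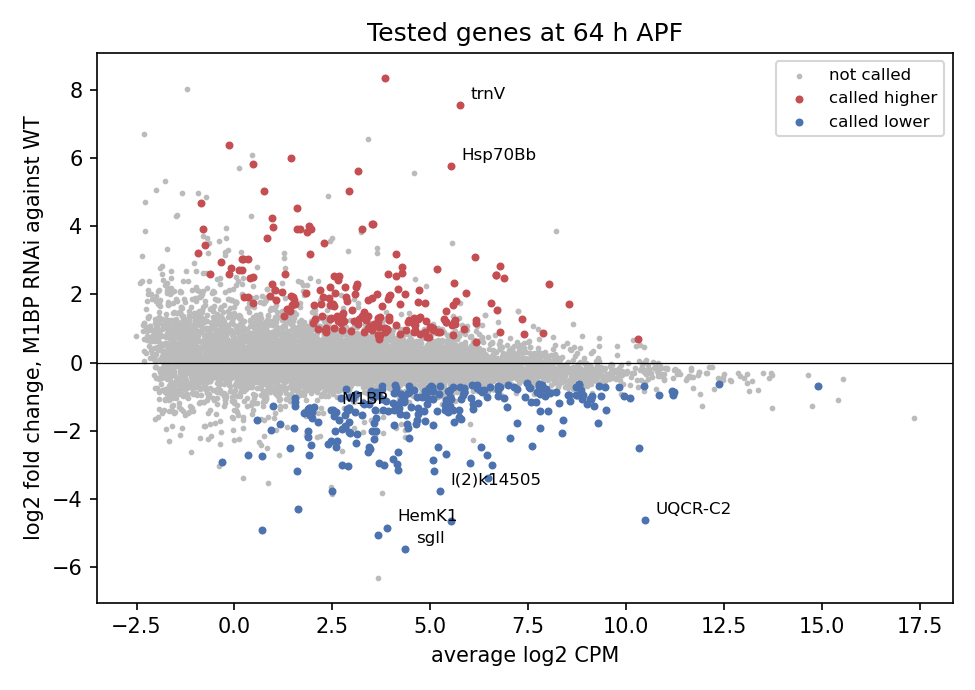
Each point is 1 of the 8806 tested genes, with the average log2 CPM on the horizontal axis and the log2 fold change of M1BP RNAi against WT on the vertical axis, and called genes in red (194 higher) or blue (254 lower). The UQCR-C2 and trnV genes lie far from 0 at -4.61 and 7.55.

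Among called genes at an average log2 CPM of 4 or more, the largest falls were in sgll (log2 fold change -5.47 ± 0.24 SE), CG33506 (-4.64 ± 0.14 SE), UQCR-C2 (-4.61 ± 0.08 SE), l(2)k14505 (-3.76 ± 0.12 SE) and CG7461 (-3.37 ± 0.09 SE). The sgll gene shares exons with CG31473 on the same strand. The largest rises were in trnV, the mitochondrial tRNA for valine (7.55 ± 0.28 SE), Hsp70Bb (5.75 ± 0.40 SE), MtnA (3.19 ± 0.18 SE), ImpL2 (3.10 ± 0.09 SE) and CG13203 (2.84 ± 0.12 SE). Hsp70Bb belongs to a family of near-identical genes, so its counts are uncertain. Its call held without WT replicate 3 and was lost when any other library was left out, with an edgeR adjusted p of up to 0.00162 (without WT replicate 2). The other 9 genes kept their call in each of the 6 fits that left out 1 library.

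The study asked whether genes of mitochondrial function respond to M1BP depletion. Of 1063 nuclear Mito-genes in the list, 896 were tested, and 23 were called higher and 53 lower, or 8.48% of those tested. Adjusted over the list alone, 29 were higher and 57 lower. The median log2 fold change was -0.12, with a camera adjusted p of 0.0276. At an adjusted p of 0.05 with no fold minimum 135 were higher and 264 lower, and DESeq2 called 67 higher and 76 lower. Leaving out M1BP RNAi replicate 2 left 13 called lower and 1 called higher. They were 20 and 1 without WT replicate 1, 24 and 10 without WT replicate 2, 19 and 6 without M1BP RNAi replicate 1, and 18 and 2 without M1BP RNAi replicate 3. As a set the list lost its call without WT replicate 3 (median -0.051, camera adjusted p 0.109) and without M1BP RNAi replicate 1 (median -0.091, camera adjusted p 0.235). The camera adjusted p ranged from 0.00887 to 0.235 over the 6 fits that left out 1 library. The 3 smallest adjusted p among genes called lower were for HemK1 (log2 fold change -4.84 ± 0.12 SE, from 28.9 ± 0.958 to 1.01 ± 0.129 CPM, SD, n = 3), UQCR-C2 and CG7461. Among those called higher they were for Nfs1 (1.29 ± 0.07 SE), CG15530 (4.25 ± 0.25 SE) and CG1307 (1.12 ± 0.07 SE). The Nfs1 call held in each of the 6 fits that left out 1 library. That of CG15530 was lost without WT replicate 1 (edgeR adjusted p 0.00121) and without M1BP RNAi replicate 2, and that of CG1307 without WT replicate 1, M1BP RNAi replicate 2 (edgeR adjusted p 0.00157) or M1BP RNAi replicate 3.

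OXPHOS genes were divided into structural subunits of the respiratory complexes and the factors that assemble them. Of 125 genes, 121 were tested, and 1 was called higher and 13 lower. Of 73 structural subunits, 1 was called higher and 4 lower (5.48% lower), with 1 and 5 when adjusted over the list alone and 57 at an unadjusted p under 0.05. Of 48 tested assembly factors, 9 were called lower (18.75%) and 0 higher, with 32 of the list at an unadjusted p under 0.05, and with 9 lower and 1 higher when adjusted over the list alone. The shares called lower differed by 13.3 percentage points (two-sided Fisher's exact p 0.0333). This difference depended on the threshold: at an adjusted p of 0.05 with no fold minimum it was -21.3 points (two-sided Fisher's exact p 0.0242), in the other direction. With DESeq2 it was 17.3 points (two-sided Fisher's exact p 0.0113). Leaving out M1BP RNAi replicate 2 left 5 OXPHOS genes called lower, 3 of them assembly factors and 2 structural subunits, and a difference of 3.51 points (two-sided Fisher's exact p 0.384). Assembly factors called lower numbered 4 without WT replicate 1, M1BP RNAi replicate 1 or M1BP RNAi replicate 3, and OXPHOS genes called lower 7 in each of these fits, with a difference of 4.22 points (two-sided Fisher's exact p 0.434). Without WT replicate 2 the difference was 8.39 points (two-sided Fisher's exact p 0.153), and without WT replicate 3 it was 13.3. ND-B8, the OXPHOS gene called higher, kept its call only without WT replicate 2 or WT replicate 3. As a whole, the structural subunits had a median log2 fold change of -0.31, with 70 of 73 below 0 and a camera adjusted p of 4.4e-09, and the assembly factors had a median of -0.32, with 38 of 48 below 0 and the same adjusted p. Of the structural subunits called lower, 3 were in Complex I and 1 in Complex III. Of the assembly factors called lower, 4 act on Complex IV, 3 on Complex V and 2 on Complex III.

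UQCR-C2 (FBgn0250814, chromosome 3L, 16584124 to 16586111, plus strand, dm6), a structural subunit of Complex III, fell from 2757 ± 129 CPM (SD, n = 3) to 113 ± 5.62 CPM (SD, n = 3), a log2 fold change of -4.61 ± 0.08 (SE) with an edgeR adjusted p of 1.22e-06. l(2)k14505 (FBgn0021856, chromosome 2L, 21261168 to 21262411, plus strand), an assembly factor, fell from 70.7 ± 7.64 CPM to 5.21 ± 0.425 CPM (SD, n = 3), a log2 fold change of -3.76 ± 0.12 (SE) with an edgeR adjusted p of 1.07e-05. The Complex I subunits ND-B14 and ND-B15 had log2 fold changes of -2.44 ± 0.07 (SE) and -1.43 ± 0.08 (SE), and the assembly factors l(3)neo43, whose exons overlap MRG15, and CG4908 had -3.16 ± 0.13 (SE) and -2.85 ± 0.13 (SE). ND-B8 was the subunit called higher, at 3.99 ± 0.31 (SE), from 0.448 ± 0.207 CPM to 6.90 ± 1.28 CPM (SD, n = 3). Without M1BP RNAi replicate 2 the edgeR adjusted p was 0.00242 for ND-B8 and 0.00134 for ND-B15, and neither was called. UQCR-C2, l(2)k14505, ND-B14, l(3)neo43 and CG4908 kept their calls in each of the 6 fits that left out 1 library.

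**Figure D3:**
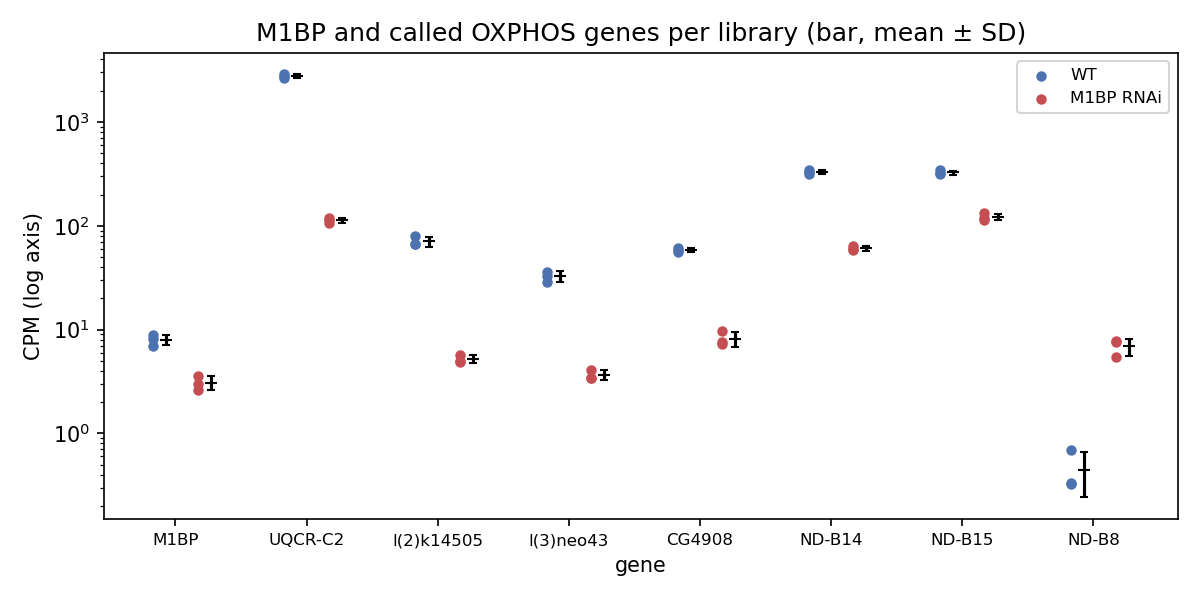
Points give the CPM of M1BP and of OXPHOS genes named in the text in each library on a log axis, with WT in blue, M1BP RNAi in red and bars for the mean ± SD of 3 libraries. UQCR-C2 fell from 2757 to 113 CPM, and ND-B8 rose from 0.448 to 6.90 CPM.

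Transcripts of the mitochondrial genome were compared as a separate list. None of the 13 protein-coding genes was called (0, with 4 at an unadjusted p under 0.05 and 0 when adjusted over the list alone). Their median log2 fold change was -0.79, with a camera adjusted p of 0.119. Leaving out WT replicate 2, which had the highest mtDNA share, brought the median to -0.31, and the set was called without WT replicate 1 (median -0.96, camera adjusted p 0.00499) and without M1BP RNAi replicate 2 (median -1.07, camera adjusted p 0.0111). The highest camera adjusted p of these 6 fits was 0.317. ND4L, which the study names, shares exon bases with ND4 on the same strand. Its log2 fold change was 0.68 ± 0.53 (SE), with an edgeR adjusted p of 0.386, which is within the spread between replicates. It was 0.013 without M1BP RNAi replicate 2 and 1.10 without M1BP RNAi replicate 1. Among 21 tested rRNA and tRNA genes 1 was called, trnV (mitochondrial genome, 73 bases from position 14058, minus strand, 1 of them shared with lrRNA), with 3 when adjusted over the list alone. It had 32, 15 and 21 counts in WT and 4473, 7014 and 5233 in M1BP RNAi, and an edgeR adjusted p of 2.41e-05. Without M1BP RNAi replicate 1, 2 genes of the list were called.

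The OXPHOS regulators, transcription factors reported to act on OXPHOS genes, were tested for a change that could pass the effect on. None of 15 tested genes was called (0, with 5 at an unadjusted p under 0.05 and 0 when adjusted over the list alone), and their median log2 fold change was -0.10. At an adjusted p of 0.05, 3 were lower. srl, at under 1 CPM in the WT libraries, had a log2 fold change of -0.07 ± 0.40 (SE) and an edgeR adjusted p of 0.921, and its sign changed when 1 library was left out (0.22 without M1BP RNAi replicate 2). The 5 carrier genes had a median of -0.36, with 0 called and 3 at an unadjusted p under 0.05.

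Protein quality control was examined through the UPR and UPS lists and the mitoproteases. Of 80 tested UPR genes, 3 were called higher and 1 lower (2 and 1 adjusted over the list alone), with a median log2 fold change of 0.24 and a camera adjusted p of 0.0158. Without M1BP RNAi replicate 3 the UPR median was 0.098 and the camera adjusted p 0.0589, the highest of the 6 such fits, and without WT replicate 3 they were 0.36 and 3.98e-04. Of 34 tested UPS genes, 3 were called higher and 2 lower (5 and 2 adjusted over the list alone), with a median of 0.36 and a camera adjusted p of 0.00201. In the fits without WT replicates 1 or 2 or any 1 M1BP RNAi replicate, 0 UPR and 0 UPS genes were called higher. Without WT replicate 3 they were 5 and 3. With all libraries, 35 UPR and 25 UPS genes had an unadjusted p under 0.05. The called UPR genes were Hsp70Bb, Hsc70-4 (0.70 ± 0.07 SE), CG17187 (0.89 ± 0.10 SE) and CG5504 (-1.76 ± 0.12 SE). The called UPS genes were Prosalpha6 (1.24 ± 0.11 SE), Prosbeta2 (0.80 ± 0.07 SE), Rpn11 (0.75 ± 0.08 SE), Prosbeta6 (-0.83 ± 0.07 SE) and Prosalpha2 (-0.90 ± 0.09 SE). Hsc70-4, CG17187, Rpn11 and Prosalpha2 lost the call whichever library was left out, and the others kept it only without WT replicate 3. Without M1BP RNAi replicate 2 the edgeR adjusted p was 0.00891 for CG17187 and 0.00549 for Prosbeta2. Hsp22, whose exons overlap CG4456 on the same strand, rose from 46.2 ± 10.6 to 122 ± 18.7 CPM (SD, n = 3), a log2 fold change of 1.40 ± 0.19 (SE), and its edgeR adjusted p of 0.00215 missed the threshold. It passed with DESeq2 (adjusted p 2.32e-11), with no filter on low counts (edgeR adjusted p 7.62e-04) and without WT replicate 3 (edgeR adjusted p 4.47e-04), and reached 0.0153 at the highest when 1 library was left out. Of 9 mitoproteases 0 were called, with 6 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Their median was -0.15, with a camera adjusted p of 0.298. Lon had the smallest adjusted p of them, 0.00421, at a log2 fold change of 0.56 ± 0.09 (SE).

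Sarcomere and glycolysis genes were examined as lists of abundant muscle transcripts. Of 22 sarcomere genes, 3 were called lower (3 adjusted over the list alone) and 0 higher, with 15 at an unadjusted p under 0.05: Actn (-0.82 ± 0.08 SE), whose exons overlap usp on the same strand, Act88F (-0.70 ± 0.07 SE) and Tm1 (-0.63 ± 0.07 SE). The median was -0.43 and the camera adjusted p 1.61e-04. No sarcomere gene was called in any of the 6 fits that left out 1 library (0 in each). The highest edgeR adjusted p was 0.00575 for Actn, 0.00901 for Act88F and 0.00971 for Tm1, each without M1BP RNAi replicate 2. Of 25 tested glycolysis genes, 1 was called higher and 4 lower, with 2 and 11 when adjusted over the list alone, and the median was -0.56. Pfk (-1.77 ± 0.11 SE), PyK (-0.94 ± 0.07 SE) and Pgm1 (-1.08 ± 0.09 SE) fell. Pepck1 rose by 2.56 ± 0.10 (SE) on the log2 scale and has the same counts as CG45087, which overlaps it. Pepck1 kept its call in each of the 6 fits that left out 1 library. PyK and Pgm1 kept theirs only without WT replicate 3, with an edgeR adjusted p of up to 0.00353 and 0.00418 (without M1BP RNAi replicate 2). Pfk lost its call without WT replicate 1, M1BP RNAi replicate 2 or M1BP RNAi replicate 3, where its edgeR adjusted p was up to 0.00144.

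**Figure D4:**
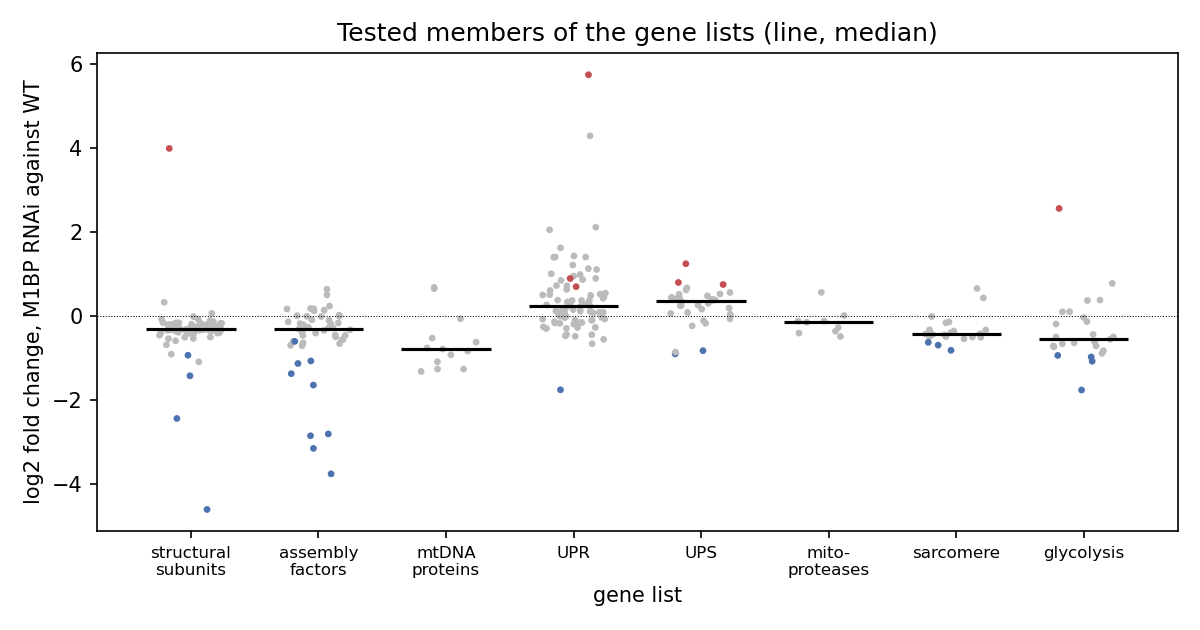
Each point is the log2 fold change of a tested member of 1 of 8 gene lists (structural subunits, assembly factors, mtDNA protein-coding genes, UPR, UPS, mitoproteases, sarcomere and glycolysis), red where called higher and blue where called lower, and each line is the list's median. Medians of these 8 lists ran from -0.79 for the 13 mtDNA protein-coding genes to 0.36 for the 34 UPS genes.

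In the authors' deposited table, 573 genes passed the same threshold as higher and 477 as lower. Of the genes called here, 194 higher and 253 lower ones passed it there in the same direction, 0 in the opposite direction, and 1 did not pass. Of the camera calls, those of the structural subunits (0.00892), assembly factors (0.00668), UPS genes (0.0120) and sarcomere genes (0.00668) held under fry, whose adjusted p is given for each, and none held under camera with an estimated correlation, where every list had an adjusted p of 0.655.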

Values the study reported

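The study counted 1064 Mito-genes and reported that 22% of them were differentially expressed at 64 h APF after M1BP depletion. It reported 40 differentially expressed OXPHOS genes at that stage, or 32%. Of the structural subunits 27% were reported lower at 64 h, and of the assembly factors 35%. The fall of UQCR-C2 was put at nearly 30-fold. The text beside these shares gives an adjusted p of 0.001 as their threshold, while the methods of the study add a change of 1.5 times.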

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

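The fit with roX1 as a covariate was chosen only after the result was seen. Across the alternatives no gene called here was called in the opposite direction, and the median fold change moved by at most 0.05 on the log2 scale. Of 25 results that answer a comparison, 2 were the same under every alternative run for them, and of 100 named genes 42 were.

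With DESeq2, 572 genes were called higher and 478 lower, with 67 Mito-genes, 2 OXPHOS genes, 9 UPR genes and 5 UPS genes called higher and 7 mtDNA rRNA and tRNA genes called, and a difference in shares of 17.3 points (Fisher's exact p 0.0113). With RLE scaling 1 sarcomere gene was called, the difference in shares was 11.2 points (Fisher's exact p 0.0618) and M1BP was at -1.36 with an adjusted p of 0.00112. With no filter, 4 mtDNA rRNA and tRNA genes and 1 sarcomere gene were called, the difference in shares was 8.84 points (Fisher's exact p 0.141), and the mtDNA protein-coding genes had a median of -0.76 with a camera adjusted p of 0.0191. With the mtDNA genes left out, the difference was 9.82 points (Fisher's exact p 0.132) and M1BP was at -1.35 with an adjusted p of 0.00128. Over the alternatives run for M1BP, which leave out the roX1 covariate, its highest adjusted p was 0.00841. The filter of 10 counts in every library kept all 25 results. The cause was not tested for any of these.

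At an adjusted p of 0.05, by the looser threshold itself, 1212 genes were higher and 1489 lower. These held 135 Mito-genes higher and 264 lower, 4 OXPHOS genes higher and 71 lower, 49 structural subunits and 22 assembly factors lower, 10 mtDNA rRNA and tRNA genes, 3 regulators, 19 UPR genes higher and 7 lower, 21 UPS genes higher and 2 lower, 1 mitoprotease higher and 4 lower, and 15 sarcomere genes. The difference in shares was reversed, at -21.3 points (Fisher's exact p 0.0242).

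The replicate numbers were not used to pair the libraries in the main fit. The correlations of same-numbered deviations were 0.307, -0.0436 and 0.268, against a minimum of 0.1 set for pairing. Libraries of different numbers were not correlated, so these mixed values leave pairing open. With the replicate number as a block, 75 genes were higher and 116 lower, 69 and 115 of them among the genes called here. These held 11 Mito-genes higher and 27 lower, 8 OXPHOS genes and 5 assembly factors lower, 4 mtDNA rRNA and tRNA genes, 1 UPR gene and 1 UPS gene higher and 0 sarcomere genes. The block gave a difference of 6.31 points (Fisher's exact p 0.262), mtDNA protein-coding genes at -0.77 with a camera adjusted p of 0.00265, M1BP at -1.39 with an adjusted p of 0.00502, TpnC41C at -0.45, and srRNA called with an adjusted p of 5.41e-04. It uses up degrees of freedom.

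Of the camera calls, Mito-genes (median -0.12, 0.0604) and UPR genes (0.24, 0.0632) missed the threshold under fry. With an estimated correlation, so did Mito-genes (-0.12), structural subunits (-0.31), assembly factors (-0.32), UPR genes (0.24), UPS genes (0.36) and sarcomere genes (-0.43), all at 0.655. With roX1 as a covariate 17 genes were higher and 34 lower, 17 and 34 of them among the genes called here.

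Across the 6 fits that each left out 1 library, genes called ranged from 26 to 246 higher and 44 to 231 lower. Mito-genes ranged from 1 to 27 higher and 13 to 47 lower, OXPHOS genes from 0 to 1 higher and 5 to 13 lower, structural subunits from 2 to 4, assembly factors from 3 to 9, mtDNA rRNA and tRNA genes from 1 to 2, UPR genes from 0 to 5, UPS genes from 0 to 3 and sarcomere genes from 0 to 0. The difference in shares ranged from 3.51 to 13.3 points, M1BP from -1.51 to -1.26, and the medians from -0.14 to -0.051 for Mito-genes, from -1.07 to -0.31 for mtDNA protein-coding genes and from 0.098 to 0.36 for UPR genes. Fewer libraries were fitted in each, yet without WT replicate 3 more genes were called higher.

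Genes whose sign changed lay near 0 or varied between libraries. Mef2 was at -0.0037 and turned to 0.016 with DESeq2, 0.022 with RLE, 0.017 with no filter, 0.016 with 10 counts and 0.032 without mtDNA genes. Mf turned from -0.012 to 0.0098, 0.015, 0.0098, 0.0073 and 0.029 in the same order, and Mpcp1 from -0.010 to 0.011, 0.016, 0.012, 0.0089 and 0.026. Leaving out 1 library gave ranges of -0.56 to 0.22 for srl, -0.051 to 0.17 for Spg7, -0.60 to 2.65 for Sp1, -0.0074 to 0.087 for Dp, -0.055 to 0.077 for Mef2, -0.098 to 0.062 for ERR, -0.73 to 0.035 for ND2 (overlaps trnW), -0.35 to 0.50 for ATP8 (overlaps ATP6), -0.13 to 0.086 for Mf, -0.029 to 0.63 for tmod, -2.65 to 1.79 for TpnC41C, -0.056 to 0.032 for Mpcp1 and -0.028 to 0.10 for Mpcp2.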

Other observations

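The tests of roX1 as a covariate and of the place of WT replicate 3, of the directions of neighbouring calls, of the marker lists against each other, of lists matched on abundance, of mitochondrial read shares and of unprocessed mitochondrial RNA were chosen only after the values they bear on had been seen, and the test over all 4 marker lists replaced a first comparison of haemocytes with neurons, the pair of lists furthest apart.

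The 6 libraries can be split into 3 against 3 in 10 ways, so no result can be rarer than 1 in 10. The real split was the only 1 of 10 to give as many calls for all genes, Mito-genes and OXPHOS genes in either direction, for structural subunits and assembly factors lower, for mtDNA rRNA and tRNA genes, for UPR and UPS genes higher, for sarcomere genes, and for the difference between the shares of assembly factors and structural subunits. The other 9 splits called 0 genes, against 448 in the real split. Each of those 9 mixes WT and M1BP RNAi libraries on both sides. A difference between the genotypes then adds to the spread within groups and lowers the calls. Where the real count was 0 (mtDNA protein-coding genes, regulators, mitoproteases higher), 10 of 10 splits gave as much, as any count must. For the list tests, 5 of 10 splits gave as small a p for Mito-genes, 3 for structural subunits, 1 for assembly factors, 7 for mtDNA protein-coding genes, 4 for UPR genes, 4 for UPS genes, 5 for mitoproteases and 2 for sarcomere genes. The count of splits alone has no finer resolution than this.

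roX1 RNA, which males make for dosage compensation of the X chromosome, separated the libraries in a way the labels do not give. lncRNA:roX1 had 2, 6 and 884 counts in WT replicates 1 to 3 and 1698, 1507 and 3210 in M1BP RNAi. roX2 had 0, 0 and 191 in WT and 134, 193 and 295 in M1BP RNAi, so roX2 overlaps between the groups and roX1 does not. The log2 fold change of lncRNA:roX1 was 2.45 ± 1.52 (SE) with an edgeR adjusted p of 0.278, and without WT replicate 3 it was 8.63 with an adjusted p of 3.3e-04, while the highest adjusted p with 1 library left out was 0.478. A different sex ratio of the pooled pupae was weighed as a source of the calls. With the level of roX1 in the model, 51 genes were still called (17 higher and 34 lower), which argues against sex ratio as the whole cause for those genes. The call was lost by 177 genes called higher and 220 called lower, in a fit where the covariate follows the groups and takes up degrees of freedom. The fold changes argue against sex ratio as the whole cause for the genes called higher too: 194 of 194 kept a rise of at least 1.5-fold and their median log2 fold change went from 1.71 to 1.69, while the covariate moved 1281 of 8358 uncalled genes by 1.5-fold or more. On a log2 scale from the mean of WT replicates 1 and 2 (0) to the M1BP RNAi mean (1), WT replicate 3 lay at 0.35 at the highest and at a median of 0.041 in these 194 genes, although its roX1 CPM was 0.539 of the M1BP RNAi mean. A call requires replicates that lie together, so these values speak for the called genes and not for the genes left uncalled. Of the 254 genes called lower, 253 kept a fall of at least 1.5-fold, and their median went from -1.25 to -1.27. The sex of the pupae was not analysed here.

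Random lists matched on abundance separate the list results. Fold changes fell with abundance across genes, from a median of 0.28 in the least abundant 1395 genes to -0.33 in the 120 most abundant, with Spearman's rho of -0.27 over 8806 genes, which are not independent replicates. The medians of Mito-genes and structural subunits were matched or exceeded by 58.6% and 51.4% of 10000 matched lists. That of sarcomere genes was matched or exceeded by 10.1%. A trend shared by abundant genes may therefore account for those shifts. Only a list's own members were kept out of its matched lists, so these could draw on the other lists. The comparison thus cannot tell an abundance trend from a change that abundant mitochondrial and muscle genes share. For assembly factors 0.04% of matched lists were as low. For glycolysis genes lower, UPR genes higher and UPS genes higher, 0.01% or fewer were as far, the smallest share 10000 lists can give. For those 4 lists the abundance trend is argued against as the whole cause, while the cause itself, M1BP depletion included, stays open. Gene length had a Spearman's rho of -0.106 with the fold change over the 8806 tested genes, a weak trend. The lengths of called and uncalled genes were not compared, so a part of length in the calls stays open.

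Tissue carried over in the dissection was weighed as a source of the genes called higher. The fat body, haemocyte, neuron, and trachea and tendon markers had median log2 fold changes of 0.11, 0.37, -0.32 and -0.25, with 0 called in each list and 1, 3, 0 and 0 at an unadjusted p under 0.05. Their most abundant members were Lsp2 (1.08), Ppn (0.43), elav (-0.22) and btl (-0.41). A mean of 1 CPM in WT was reached by 7 of 7 fat body, 4 of 6 haemocyte, 4 of 5 neuron and 3 of 3 trachea and tendon genes, so the WT libraries express most of them too. Adjusted over the list alone, 1 haemocyte gene was called higher. The list means differed more than shuffling the 21 markers among lists gave (permutation p 0.0186). This argues only against an equal rise of all 4 tissues, since unequal rises would also spread the means. Of the 21 markers, 9 were above 0 and 12 below. An increase of haemocytes or of fat body alone was not excluded. The gene tio (FBgn0028979), which lies next to an insertion site used for RNAi transgenes, had 21, 5 and 6 counts in WT and 27, 7 and 15 in M1BP RNAi, a difference within the spread between replicates, which argues against ectopic tio expression.

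A developmental delay of the M1BP RNAi muscles could lower late genes and raise early ones. The sarcomere, structural subunit and glycolysis lists were lower, but of 4 myoblast markers only 2 could be tested, with a median of 0.17, 0 called and 1 at an unadjusted p under 0.05. Delay cannot be told apart from a direct effect with so few genes.

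The nearest tested neighbour of a gene called higher was called lower in 11 of 193 cases (5.70%), against 2.87% after shuffling calls among tested genes (p 0.0225 from 10000 shuffles, one-sided). For genes called lower, the neighbour was higher in 3.54% against 2.18% (p 0.103). Of the 11 pairs 8 overlap in span, and 7 were counted as convergent, 3 as divergent and 1 as on the same strand. The 3 counted as divergent all overlap. In the pair of Alg3 and CG5504, 1 gene lies inside the other, so the term does not describe it. Prosalpha6 (log2 fold change 1.24) ends 111 bases before CG4908 (-2.85). Alg3 (2.74), chosen after its values were seen, spans CG5504 (-1.76), which lies on the other strand and shares no exon with it. Neighbours called in the same direction were also above shuffling, at 6.22% against 2.19% for genes called higher (12 genes, p 0.0106) and 9.06% against 2.88% for genes called lower (23 genes, p 0.0001, the smallest that 10000 shuffles can give). With only the directions shuffled among called genes, 13.5 opposite neighbours came up on average, more than the 11 observed (p 0.869). Called genes thus lay near each other whatever their direction. An effect of lost transcription on the neighbour stays open, since these values do not separate it from such clustering. Shared reads may add to the neighbours called in the same direction. Of the called genes, 37 have exons overlapping a gene on the same strand and 4 have counts identical to another gene. These were not left out, and they include sgll and CG31473, which overlap and were both called lower.

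Mitochondrial rRNAs and tRNAs moved apart. Chosen after their values were seen, srRNA had 1359, 1276 and 1693 counts in WT and 14467, 40180 and 30100 in M1BP RNAi, and lrRNA had 8818951, 11599412 and 6842203 against 3642661, 5046894 and 4059228. Their log2 fold changes were 3.86 ± 0.44 (SE) and -1.61 ± 0.35 (SE), and neither was called. srRNA passed with DESeq2 (adjusted p 1.18e-15), with no filter on low counts (edgeR adjusted p 2.39e-04) and without M1BP RNAi replicate 1 (4.19, edgeR adjusted p 6.71e-04), and its adjusted p reached 0.00780 when another library was left out. A different share of mitochondrial reads is argued against, since trnV, scaled as CPM to the mitochondrial counts alone, was at 630 or more in each M1BP RNAi library and at 2.22 or less in each WT library. A constant share of lrRNA reads counted for trnV is argued against too: trnV shares 1 base with lrRNA, whose counts fell. Reads that span trnV and a neighbour stay open as a source of its rise. On its other side trnV directly adjoins srRNA, whose counts rose, and counts per gene cannot show whether reads were counted for both. Of the other 18 tested mitochondrial tRNA genes, 7 had every M1BP RNAi library above every WT library (chance gives 10% in either direction). More unprocessed mitochondrial RNA may be present, but counts per gene cannot tell it apart from a changed capture of these RNAs.

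More genes were detected in M1BP RNAi (12104, 12403 and 12244) than in WT (11277, 10834 and 11751). After thinning to equal nuclear counts, the lowest M1BP RNAi library still had 11666 nuclear genes and the highest WT library 11393, so the depth of nuclear reads is argued against as the cause. No biological explanation was tested.

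Single libraries stood apart in some genes. Among 2956 genes with an average log2 CPM of 4 or more, 13 differed at least 4-fold from both other libraries of the group in WT replicate 3, and 11 in M1BP RNAi replicate 1, against 0 to 2 in the others. Chosen after their values were seen, CG14275 had 1654, 1222 and 1 counts in WT and 21, 12 and 17 in M1BP RNAi. Culd had 1664, 1173 and 79, and 96, 76 and 107. dy had 427, 381 and 4007, and 954, 917 and 1463. No explanation was tested for these genes.

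Several shares were below those quoted above. The share of Mito-genes called here was 7.15% of the list. That is lower than the value quoted from the study above. The OXPHOS genes called here numbered 14, or 11.2%. Both are lower than the values quoted from the study above. The structural subunits called lower here were 5.48% and the assembly factors 17.3% of the list. Both are lower than the values quoted from the study above. The fold minimum and the test both differ from what the quoted shares may rest on. In edgeR's test, dropping the 1.5-fold minimum left the counts at 13 OXPHOS genes, 4 structural subunits and 9 assembly factors lower. With DESeq2 and the fold minimum they were 19, 6 and 13. In the authors' deposited table, at an adjusted p of 0.001 with no fold minimum, 40 OXPHOS genes (32%), 27.4% of structural subunits and 34.6% of assembly factors (lower) and 213 of 1063 Mito-genes passed. In the authors' deposited table with the 1.5-fold minimum, 2 OXPHOS genes passed as higher and 18 as lower.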
